# Suppression of FOXO1 activity by SIRT1-mediated deacetylation weakening the intratumoral androgen autocrine function in glioblastoma

**DOI:** 10.1038/s41417-025-00880-1

**Published:** 2025-03-12

**Authors:** Yuanchi Cheng, Zhijun Xiao, Weijia Cai, Ting Zhou, Zhen Yang

**Keywords:** Cancer microenvironment, Cancer therapy

## Abstract

Elevated levels of androgens in the brain accelerate tumor progression in patients with glioblastoma (GBM). Despite current research efforts concentrating on decreasing peripheral androgens to improve GBM prognosis, results have not met expectations. Herein, we aim to elucidate the source of increased androgen levels in the brains of GBM patients and investigate whether lowering it can improve the prognosis of GBM patients. The Elisa was employed to measure androgen levels. The effects of androgens on U87 cells were evaluated using CCK-8 assays, clone formation assays, wound healing assays, and migration/invasion assays. RNA sequencing, RT-qPCR and Western blotting were performed to assess the expression levels of steroid enzymes, tumor drug resistance, Sirt1, FOXO1genes and proteins. Co-immunoprecipitation (Co-IP) assays were conducted to investigate the interactions and acetylation levels between Sirt1 and FOXO1. Lentiviral transfection was utilized to establish stable cell lines. Furthermore, an in vivo murine subcutaneous tumor model was established to further confirm the role of Sirt1 in tumor progression. We found androgen levels in the cerebrospinal fluid of GBM patients were higher than in the periphery, contrasting with healthy individuals. Additionally, the steroid enzymes in GBM cells were upregulated. Reducing peripheral androgens compensatorily enhances GBM androgen synthesis capacity (CYP17A1, CYP11A1, SRD5A2) and chemo-resistance (ABCB11, BIRC3, FGF2, NRG1), while the levels of androgens in the brain remain consistently high. The above results indicate that the increased androgens in the brain of GBM patients are self-secreted. Further investigations demonstrate that the transcription factor FOXO1 in GBM is regulated by silent information regulator 1 (Sirt1) through deacetylation, leading to enhanced androgen synthesis capacity in vivo and in vitro. Overexpressing Sirt1 significantly lowers brain androgen levels and delays tumor progression in mouse models. Compared to conventional finasteran therapy, the targeted-Sirt1 results in lower brain androgen levels and smaller tumor volumes. Our findings provide evidence that the elevated androgens in the brain of GBM patients came from tumor autocrine. Overexpression of Sirt1 reduces FOXO1 acetylation, lowers androgen synthesis enzyme levels, and effectively decreases brain androgen levels, thereby delaying tumor progression.

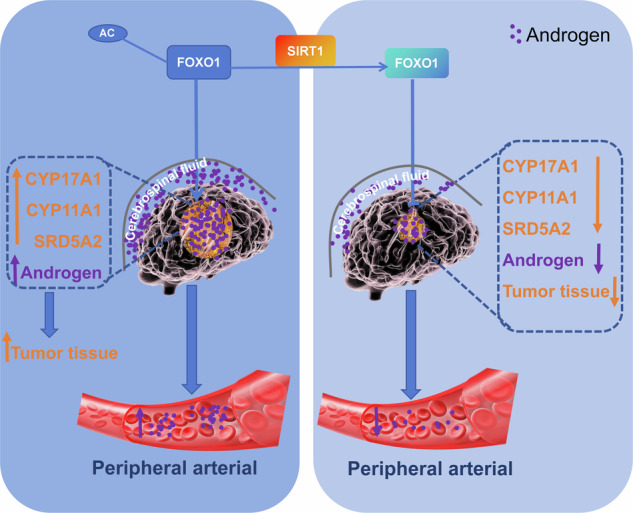

## Introduction

Glioblastoma (GBM) is an aggressive brain tumor with a dismal prognosis, characterized by a 5-year survival rate of only 5% despite intensive treatment efforts [1, 2]. Research suggests that androgen, a male hormone, and its receptor play a significant role in GBM progression and contribute to chemotherapy resistance in GBM cells [3]. Notably, males tend to experience higher morbidity and faster disease progression compared to females [4–6]. GBM patients often show elevated serum testosterone levels, which normalize after surgery [7]. Increased androgen receptor (AR) expression in GBM tissue correlates with higher pathological grading [8–10]. Gender differences in GBM are further highlighted by differences in cellular, molecular, and imaging characteristics [7, 11]. These findings underscore the significant involvement of androgens in GBM development, though the exact mechanisms remain elusive.

The transcriptional activity of Forkhead box O (FOXO) family members is intricately governed by a multifaceted signaling network that reacts to environmental stimuli through various posttranslational modifications, including phosphorylation, acetylation, ubiquitination, and methylation [12–14]. FOXO1, as a representative transcription factor within the FoxO family, primarily relies on its phosphorylation and nuclear localization for its activity [15–17]. Additionally, acetylation and deacetylation also play pivotal roles in modulating the transcriptional activity of FOXO proteins. For example, p300 enhances FOXO1-mediated transcription by directly acetylating FOXO1 in its carboxyl-terminal region, while silent information regulator 1 (Sirt1) serve as deacetylases for FOXO1, thereby contributing to the regulation of its activity [18, 19]. The activity of FOXO1 is enhanced in various hormone-dependent tumors [20].

Sirt1, a NAD-dependent deacetylase, is involved in the deacetylation of FOXO, NF-κB, and PGC-1α, playing a crucial role in cell proliferation and differentiation [14, 21–23]. Initially identified as a tumor promoter due to its capability to downregulate multiple anticancer factors, recent evidence suggests a dual role for Sirt1, also acting as a tumor suppressor [24–26]. Decreased expression of Sirt1 is observed in various cancers such as GBM, bladder cancer, prostate cancer, ovarian cancer, and breast cancer, where it exerts its tumor-suppressive effects [27–29]. In vitro studies have demonstrated that Sirt1 suppresses the activity of Bax, FOXO, and retinoblastoma [30]. In addition, the FOXO-1/Sirt1 axis plays a role in the synthesis of the testes [31]. In androgen-deprived prostate cancer, the activation of the FOXO-1/Sirt1 axis promotes tumor progression [32, 33]. The androgen-mediated Sirt1-FOXO axis may be involved in the progression of tumors, but its role in GBM is still unclear.

In our current work, we have uncovered the presence of an autocrine androgen pathway activation within GBM cells. Interestingly, reducing exogenous androgen didn’t hinder tumor progression but instead stimulated an increase in intracellular androgen synthesis capacity, leading to heightened resistance to chemotherapy. Sirt1 inhibits the autocrine androgen process in the brain by deacetylating FOXO1. These findings suggest that GBM cells may possess the ability to produce androgen internally. Additionally, we demonstrate that Sirt1 plays a vital role in suppressing the transcriptional activity of FOXO1 through deacetylation, leading to decreased androgen secretion and ultimately suppressing tumor progression in GBM.

In our current work, we found elevated of androgen level in the cerebrospinal fluid of GBM patients, even androgen levels were higher than periphery, contrary to healthy people. Then we clarified the promoting effect of androgens on GBM cells. Interestingly, reducing exogenous androgen didn’t hinder tumor progression but instead stimulated an increase in intracellular androgen synthesis capacity, leading to heightened resistance to chemotherapy. We further revealed that GBM cells may possess the ability to produce androgen internally. Morever Sirt1 inhibits the autocrine androgen process in the brain by deacetylating FOXO1. Importantly, the therapeutic effect of targeting-Sirt1 is superior to conventional finasteride therapy. Taken together, our findings suggest that the elevated androgens in the brains of GBM patients originate from tumor autocrine. Suppression of FOXO1 activity through SIRT1-mediated deacetylation weakens the intratumoral androgen autocrine function in GBM. Therefore, targeting Sirt1 can provide novel ideas for the treatment of GBM.

## Materials and methods

### Reagents

All the antibodies used are listed in Table S1. SIRT1-specific agonist SRT2104(s7792) and SIRT1-specific antagonist Selisistat(s1541) were from Selleckchem (Houston, TX, USA). Plasmids for Sirt1 overexpression, FOXO1-siRNA were purchased from GeneChem Biotechnology Company (Shanghai, China).

### Patient tissue specimens and cell lines

Prior to conducting this study, ethical approval was obtained from the Institutional Review Board of Shanghai Fengxian District Central Hospital(2020-KY-07). Written informed consent was acquired from all human subjects involved in the study. Between 2020 and 2022, a total of 133 specimens of glioma tissues were procured from patients undergoing surgical excision procedures at the Department of Neurosurgery, Fengxian District Central Hospital in Shanghai. These specimens were categorized according to the 2016 World Health Organization Consensus Classification, encompassing stages ranging from I to IV, to ensure standardized classification. This study included patients diagnosed with glioma, aged ≥18 years, who provided informed consent. Participants were required to have not received any form of hormone therapy prior to sample collection and to be free of other malignancies or severe comorbidities. Exclusion criteria comprised recent infections, inflammatory conditions, and patients with significant cognitive impairments. CSF and venous blood were sampled at the same time during the first week after the patient’s diagnosis. Tumor tissue was obtained during the surgery. The sample size was estimated based on previously [34]. Additionally, the human glioblastoma cell line U87, human lung adenocarcinoma cell line A549 and human embryonic kidney cell line 293 T were sourced from the Shanghai Cell Bank, affiliated with the Chinese Academy of Sciences in Shanghai, China. All cells were authenticated and tested for mycoplasma contamination. These cell lines were cultured in DMEM medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. Incubation took place at a temperature of 37 °C in an environment composed of 5% CO_2_ and 95% humidified air.

### Nude mouse intracranial model

#### Mice

Female nude mice aged 4-6 weeks were purchased from Shanghai JSJ Laboratory Animal Co., Ltd. (Animal Quality Certificate: 20230004050501). This study was approved by the Institutional Animal Care and Use Committee of Shanghai Sixth People’s Hospital(2023-0379). None of the animals were excluded from the study. After a 7-day adaptation period in the animal laboratory with appropriate feeding, all animals were prepared for experimentation. The U87 cells were suspended in PBS and adjusted to a density of 2×10^8^ cells/mL. The mice were anesthetized and positioned on a stereotactic apparatus. Using precise coordinates (1 mm anterior to the bregma and 2-3 mm lateral to the midline, while avoiding blood vessels), a cranial hole was carefully drilled. The injection needle was then inserted to a depth of approximately 3.5 mm, and a volume of 5 μL of cell suspension was slowly injected into the mouse brain parenchyma in a vertical direction (at a concentration of 1×10^6^ cells per mouse). Following completion of the injection, the needle remained in place for 5 minutes before being retracted slowly. Magnetic Resonance Imaging(MRI) scans were conducted 10 days post-injection completion.The sample size for each experiment was estimated based on previously [35]. In this study, All animals were randomly assigned to 4 groups(n = 6) and were euthanized by cervical dislocation for tumor, CSF, blood sample collections. Blinding was performed during data analysis.

### Cell Viability Assay by CCK-8

In the experiment investigating the effects of testosterone on U87 cell proliferation, a gradient of testosterone concentrations was set: 1, 10, 20, and 40μmol/L. The final concentration selected for the experiment was 20μmol/L and representing the high-level androgen group. The experiment was then divided into three groups: control group, charcoal-stripped fetal bovine serum group (CFBS), and high-level androgen group (Double Hydrogen Testosterone (DHT), 20μmol/L). U87 cells (5000 cells per well) were cultured in a 96-well plate for 24 h, 48 h, and 72 h, respectively. Cell viability was assessed using CCK-8 assay. The OD values at 450 nm were measured and recorded using the GloMax Multi+ machine (Promega, E8032, USA).

### Protein Expression Analysis

Tumor tissues and cells underwent ultrasound treatment in ice-cold lysis buffer. Following centrifugation, the protein concentration in each sample was determined by employing the BCA protein quantification kit. Subsequently, SDS-PAGE was conducted to separate and transfer total proteins(20 μg) from each sample onto a PVDF membrane. This membrane was blocked using a 4 h incubation in a solution comprising 5% skim milk in Tris-buffered saline with Tween 20 (TBST), followed by an overnight incubation at 4 °C with primary antibodies. All antibodies were suitably diluted in 5% skim milk-containing TBST buffer. Specifically, CYP17A1, CYP11A1, SRD5A, ABCB11, and NRG1 were diluted at ratios of 1:1000, whereas BIRC3, FGF2 and β-actin were diluted at ratios of 1:2000. The membrane was subjected to three 10 minute washes with TBST buffer, succeeded by a 2 h incubation with secondary antibodies at room temperature. Ultimately, the visual analysis of the membrane was performed using an ECL detection reagent, and the subsequent data analysis was carried out utilizing ImageJ software.

### Real-time PCR analysis

Total RNA was isolated from cultured cells with TRIzol reagent and subsequently reverse-transcribed into complementary DNA (cDNA), Real-time PCR was carried out and the relative expression levels of the target genes were determined by the 2 − ΔΔCt method. The primers for qRT-PCR: GAPDH-F: GGAGCGAGATCCCTCCAAAAT, GAPDH-R: GGCTGTTGTCATACTTCTCATGG.FOXO1-F:CATTGCGGAAAGAGAGAGCC, FOXO1-R: AGGGGTTGCTGCTGAAATTG

### Immunoprecipitation

Extracts for immunoprecipitation (IP) were prepared using cell lysis buffer for western blotting and IP blotting, containing a protease inhibitor. The extracts were incubated with magnetic beads-conjugated antibody at 4 °C overnight on a rotator. The samples were analyzed by SDS-PAGE, followed by western blotting using the appropriate antibodies.

### Hematoxylin and eosin (H&E) staining

The tumor tissues were cut into thin sections with a thickness of 10 μm. These sections were then subjected to staining using H&E procedures.

### Wound healing assays

Cells were seeded in a 6-well plate and cultured until they reached approximately 90% confluence. Artificial wounds were created using a plastic pipette tip, and the wound area was captured at 0 h, 4 h, 8 h, and 12 h time points.

### Cell Migration Assay

Cells were seeded in a 6-well plate and treated for 72 h. After that, the cells were collected and resuspended in 0.1 ml of DMEM (5×10^4^ cells/well) in the transwell upper chambers. The culture medium used was DMEM. The bottom chamber was filled with 0.6 ml of DMEM with 10% FBS as a chemoattractant. After 12 h, non-migratory cells were carefully removed using a cotton swab. Subsequently, the cells were stained with crystal violet for 10 minutes.

### Colony Formation

The cells were seeded in 6-wells plates at the density of 1000 cells per well. and incubated at 37 °C in a 5% CO_2_ humidified atmosphere for 1 week, and the colonies with more than 50 cells were scored. After the desired time, the cells were fixed using 4% paraformaldehyde and dyed by crystal violet. The number and size of the colonies were then quantified.

### Cell invasion Assay

U87 cells were seeded in a serum-free medium at the density of 1000 cells per upper chamber of each pre-coated insert. The lower chamber was filled with 0.6 mL of 10% FBS as a chemoattractant. The transwell plates were incubated at 37 °C with 5% CO_2_ in a humidified incubator for 12 h. Then, non-invading cells on the upper side of the insert were gently removed. Invaded cells that had penetrated the Matrigel® layer and migrated through the pores to the lower side were fixed with 4% paraformaldehyde for 15 minutes. Subsequently, the cells were stained with crystal violet for 10 minutes.

### RNA Sequencing

The Trizol reagent was utilized to isolate total RNA from tumor tissue following the provided protocol. Subsequently, libraries were generated, and sequencing was performed to obtain 150 bp paired-end reads. A total of approximately 63 G reads and 430 M clean reads were acquired across all samples. The cleanliness of the reads was assessed using cufflinks, while read counts were determined by HTSeq-count. Statistical significance was determined based on a threshold of P < 0.05 and a fold change >2 or <0.5.

### Lentiviral transfection

Cells were seeded in 6-well plates at a density of 2×10^5^ cells. After 24 h, the cells were infected with a polybrene-containing culture medium (6ug/ml), MOI = 30. Following a 24 h infection period, the cells were transferred to fresh complete medium and cultured further. At 72 h post-infection, the mRNA level of Sirt1 was assessed, showing an infection efficiency of approximately 80%. Subsequently, puromycin (puro) was added to each well to monitor cell growth. After approximately 48 h, the viability of cells in the control group was observed. If around 90% of the cells in the control group exhibited cell death, puromycin was removed, and the cells were switched to fresh medium for subsequent cultivation and passaging. Stable clone selection was then conducted. The Sirt1 overexpression cell line (pc-Sirt1) has been successfully constructed.

### Statistical analysis

Statistical analyses were conducted using either SPSS 22.0 or GraphPad Prism 9.5 software. All in vitro experiments were replicated three times. The data are expressed as the mean ± SD. The data were analyzed with an unpaired Student’s t test without assuming equal variance and one-way analysis of variance. One-way analysis of variance (ANOVA) with a two-tailed test was used for intergroup comparisons. *P* value < 0.05 was considered statistically significant.

## Results

### Testosterone levels and receptor are up-regulated and associated with a poor prognosis in GBM

To investigate the potential involvement of androgen in the regulation of GBM progression, the levels of testosterone in the cerebrospinal fluid (CSF) and peripheral blood of GBM patients of different genders were assessed. Comparing testosterone levels in CSF and peripheral blood between traumatic brain injury patients and those with GBM, CSF testosterone levels significantly elevated in both male and female GBM patients. (Fig. 1A & B). To determine the potential association between testosterone levels and glioma grades, we re-collected CSF samples from patients with different grades of glioma(I, II, III, IV). Higher tumor grades correlated with increased CSF testosterone levels in both genders (Fig. 1C & D).

**Fig. 1:**
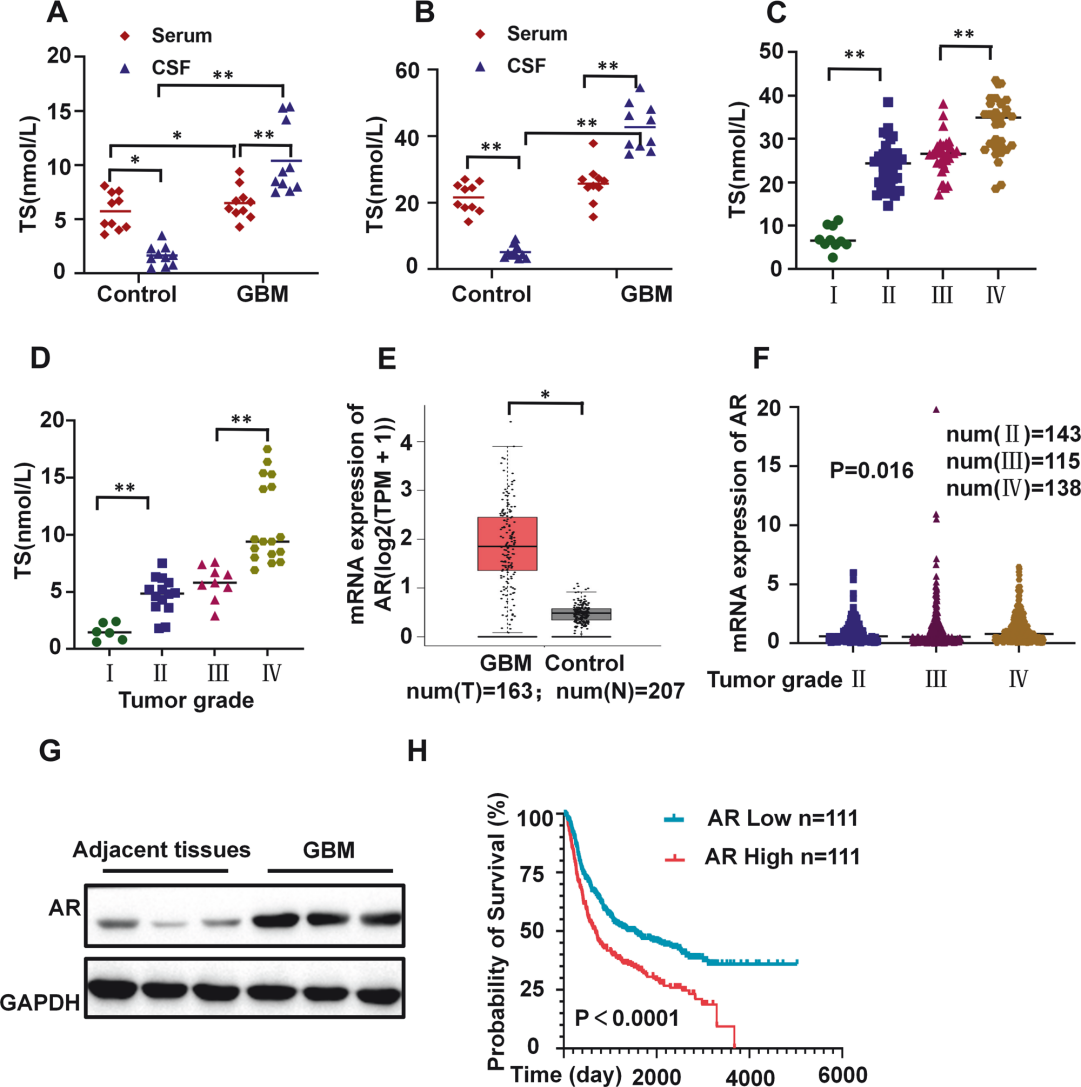
Effects of Androgen Hormone and Receptor Levels on GBM Patient Survival. **A** Serum and CSF testosterone (TS) levels in female patients with traumatic brain injury or GBM (n = 10). **B** Serum and CSF testosterone levels in male patients with traumatic brain injury or GBM (*n* = 10). **C** Testosterone levels in the CSF of male patients with GBM at various grades(num(I)=10; num(II)=28; num(III)=20; num(IV)=29). **D** Testosterone levels in the CSF of female patients with GBM at various grades(num(I)=6; num(II)=14; num(III)=9; num(IV)=17). **E** Comparison of AR expression levels in GBM patients with control group from the TCGA database(num(T) = 163；num(N) = 207). **F** Comparison of AR expression levels in GBM patients with different grades from the TCGA database(num(II)=143; num(III)=115; num(IV)=138). **G** Protein expression levels of AR in GBM and peritumoral tissue of patients(n = 3). **H** The Kaplan-Meier curve shows survival differences between GBM patients with high and low AR expression from the Chinese Glioma Genome Atlas(CGGA) database(n = 111). **P <0.01, *P <0.05.

The mRNA expression of AR was significantly upregulated in GBM tissues relative to that in normal brain tissues. The AR expression level positively correlates with increasing tumor grade. Western blotting confirmed that AR expression was upregulated in GBM tissue compared with peritumoral tissue. (Fig. 1E~G). Notably, GBM patients with higher expression of androgen receptors had shorter survival periods (Fig. 1H). These findings suggest a potential link between elevated CSF testosterone levels and poor prognosis in GBM patients.

### Androgen levels in CSF are elevated possibly due to autocrine secretion by tumor cells

Considering that androgen may be a biomarker for GBM prognosis, the impact of androgen on the progression of GBM were assessed in vitro. We tested various concentrations of dihydrotestosterone (DHT) on U87 cell proliferation and found 20 μmol/L to be the optimal dose (Figure S1A). Our findings revealed that elevated DHT levels heightened tumor invasion, migration, and colony formation, while exerting minimal effects on cell proliferation. Conversely, removal of the hormone led to a significant inhibition of tumor cell proliferation, invasion, migration, and colony formation (Figure S1B~F). These results further corroborate the notion that elevated androgen levels facilitate tumor progression, whereas lower levels act to suppress it.

While hormone depletion exhibited inhibitory effects on progression of GBM cells, reducing testosterone levels did not significantly improve therapeutic outcomes in clinical settings. In order to gain deeper insights into the impact of hormone depletion on GBM progression, we extended the duration of our experiments. We observed that the inhibitory effect of hormone deprivation on tumor cells gradually diminished after 72 hours (Fig. 2A). When comparing these observations with non-hormone-dependent A549 lung adenocarcinoma cells, we noted that after 96 hours of continuous culture without medium replacement, testosterone was detected in the U87 cell culture medium, but not in A549 (Fig. 2B). In GBM patients, we observed a significant increase in level of androgen in both peripheral blood and CSF. Meanwhile, the levels of androgens in CSF are higher than in peripheral blood, which is in contrast to healthy individuals(Fig. 1A & B). When comparing tumor tissues with peritumoral tissues in patients, we observed a notable upregulation of androgen synthesis enzymes, specifically CYP17A1 and CYP11A1 (Fig. 2C~E). All of these findings suggest that U87 cells may synthesize testosterone.

**Fig. 2:**
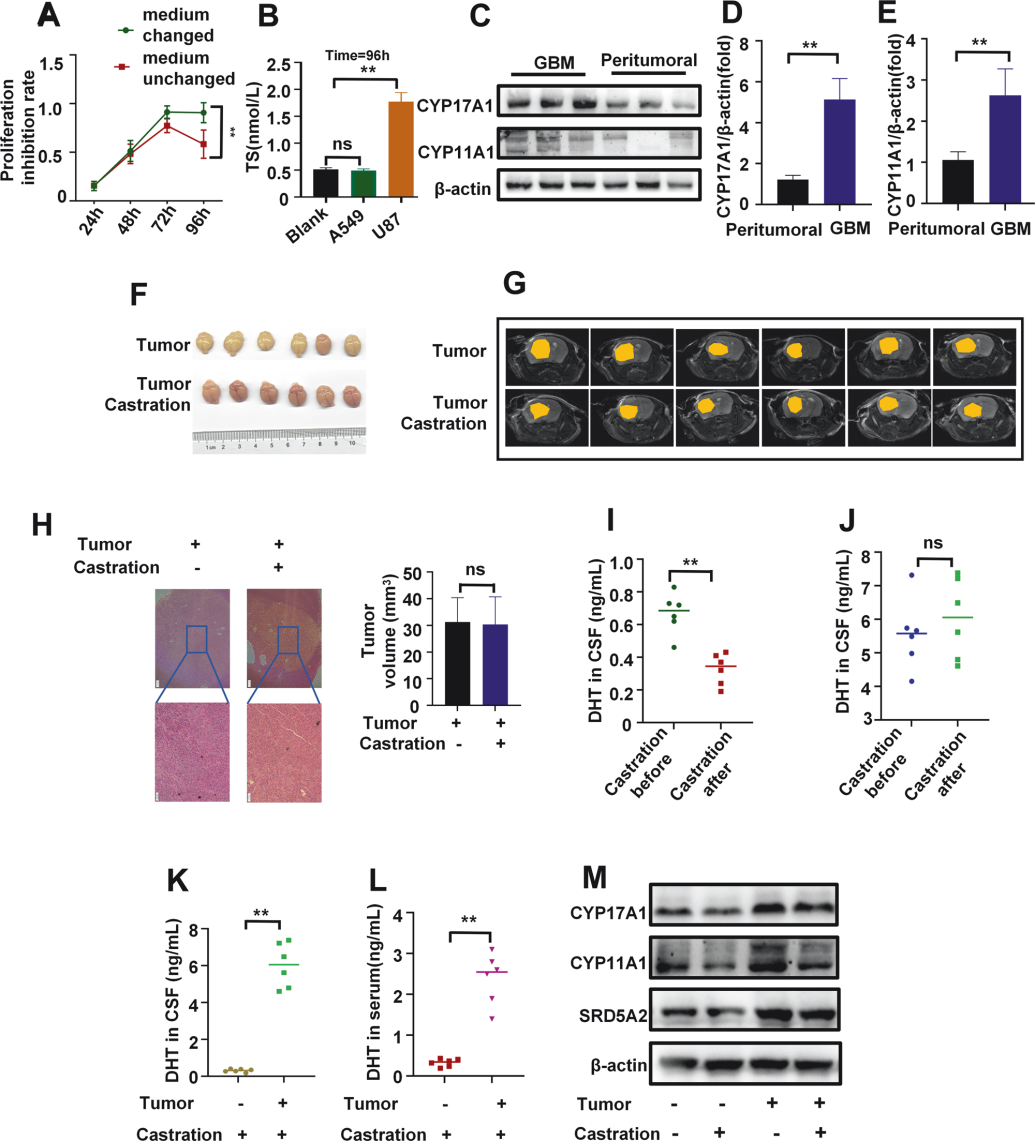
GBM cells can secrete androgen. **A** Proliferation curve of U87 cells under charcoal-stripped fetal bovine serum(CFBS) culture (24 h medium change vs continuous medium retention, *n* = 3). **B** Androgen concentration in a blank control medium, the culture medium of A549(negative control) and U87 cells cultured for 96 h under CFBS culture (continuous medium retention, *n* = 3). **C** Protein expression levels of CYP17A1 and CYP11A1 in GBM and peritumoral tissue of patients(n = 3). **D, E** Relative mRNA expression levels of CYP17A1 (**D**) and CYP11A1 (**E**) in GBM and peritumoral tissue of patients (*n* = 3). **F**, **G** The tumor images (**F**) and Magnetic Resonance Imaging (MRI) images(G) of mice in the castrated and non-castrated groups (*n* = 6). **H** H&E images and tumor volume of mice in the castrated and non-castrated groups(*n* = 3), scale bars=200μm. **I, J** Levels of androgen in CSF of mice before and after castration in the control group (**I**) and tumor group(**J**) (*n* = 6). (K&L) Levels of androgen in CSF(**K)** and peripheral blood serum (**L**) in the castration group and tumor castration group of mice (*n* = 6). **M** Steroid enzyme protein expression in the tumor group and castration group of mice (*n* = 3). **P <0.01.

Testosterone is primarily produced by testicular Leydig cells in males. Castration of GBM mice was performed to determine the source of increased androgen levels. In animal experiments involving tumor-bearing groups and tumor-bearing castrated groups, we observed that castration had no effect on tumor progression (Fig. 2F~H). While castration significantly reduced testosterone levels in the serum of the control group, it did not affect the tumor group (Fig. 2I & J). Interestingly, we found that the tumor-bearing castrated group exhibited significantly higher testosterone levels in both serum and CSF compared to the castrated-only group (Fig. 2K & L). Similarly, the tumor group displayed a notable increase in steroid enzymes compared to the control group, and this increase remained unaffected by castration (Fig. 2M). These findings suggest that the tumor itself is the primary factor contributing to elevated testosterone levels. Taken together, these results strongly indicate that high levels of testosterone in the CSF originate from autocrine secretion by GBM cells.

### Enhanced androgen synthesis and drug resistance genes upregulation in GBM under hormone deprivation

To further investigate the molecular mechanism underlying testosterone release in U87 cells, transcriptome sequencing analysis was subsequently performed. 

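U87 is an established human glioblastoma cell line. The deposited libraries come from U87 cells in normal medium with fetal bovine serum (control), in de-hormone medium with charcoal-stripped fetal bovine serum (CFBS), from which charcoal takes up steroid hormones and other lipophilic molecules, and in medium with 20 μmol/L of added dihydrotestosterone (DHT), with 3 libraries in each group. The paper gives the culture time as 96 h for normal and de-hormone medium, and the sample labels give 72 h for all groups. Total RNA was sequenced as 150 bp paired-end reads. The authors deposited the number of read pairs that HTSeq-count assigned to each of 16491 genes, without normalization, and FPKM values computed from those counts. The total count was between 18547363 and 20495843 in the control libraries (median 20209428), between 17496632 and 19360473 in the CFBS libraries (median 18249454) and between 17579943 and 18755867 in the DHT libraries (median 18404805). The paper gives 430 M clean reads across all samples, and the values here rest on the 169.1 M read pairs counted on genes, or 338.2 M reads at 2 per pair. The counts of replicates differed by more than the sampling noise in every pair of libraries of a group, so each library was kept as a separate replicate. CFBS was compared with control in edgeR's quasi-likelihood test on the deposited counts, with TMM normalization, for the 13957 genes with at least 10 counts over the 6 libraries. A gene at 10 counts in all is measured with wide counting error, so the filter decides whether the lowest genes are tested at all. The paper's threshold is a p-value under 0.05 with a fold change over 2 or under 0.5, and the p-value was taken here as unadjusted. The same fold with a p-value adjusted by the Benjamini-Hochberg method was counted beside it. An exact permutation test of 3 libraries against 3 cannot give a two-sided p-value under 0.1.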

U87 cells underwent a 96-hour culture in both de-hormone medium and normal medium, followed by transcriptome sequencing. The results indicated that compared to cells cultured in normal medium, those in de-hormone medium exhibited an upregulation of steroid enzymes CYP17A1, CYP11A1, and SRD5A2, which led to a compensatory enhancement of androgen synthesis capability. Additionally, hormone deprivation triggered an upregulation of tumor drug resistance genes ABCB11, BIRC3, FGF2 and NRG1(Fig. 3). This finding suggests that solely reducing peripheral androgen levels might not effectively lower androgen levels or impede tumor progression.

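The tables name genes by symbol, and the positions here are those of GENCODE 29 on GRCh38. CYP17A1, which encodes the hydroxylase and lyase that forms androgen precursors, lies on chromosome 10 from 102830531 to 102837533. The counts of CYP17A1 were 0, 0 and 2 in the CFBS libraries and 3, 7 and 1 in the control libraries. All CFBS libraries and 2 of the 3 control libraries were at or under 3 counts, the limit that a count of 0 allows. No difference was therefore detectable at this depth with all libraries in the fit. Its fitted log2 fold change, which at this depth depends on the prior count, was -2.20 (standard error 1.18, unadjusted p = 0.0747, adjusted p = 0.133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the groups overlapped. With a library left out, the log2 fold change of CYP17A1 ranged from -4.91 to -1.66. It passed the paper's threshold as lower without CFBS replicate 3 and without control replicate 3. CYP11A1, which encodes the side-chain cleavage enzyme that opens steroid synthesis, lies on chromosome 15 from 74337759 to 74367740. The counts of CYP11A1 were 6, 2 and 3 in CFBS and 3, 3 and 5 in control, with a log2 fold change of 0.06 (standard error 0.75, adjusted p = 0.954 from the same edgeR test). The sign of this value changed with the library left out, from -0.47 without CFBS replicate 1 to 0.38 without CFBS replicate 2, so no difference was detectable at this depth. SRD5A2, which encodes a steroid reductase that makes DHT from testosterone, lies on chromosome 2 from 31522480 to 31581067. The counts of SRD5A2 were 19, 25 and 23 in CFBS and 7, 9 and 4 in control. Its TMM-normalized level was 1.20 ± 0.155 CPM (SD, n = 3) in CFBS and 0.344 ± 0.131 CPM (SD, n = 3) in control, a log2 fold change of 1.79 (standard error 0.42, adjusted p = 0.00141 from edgeR's test), and every CFBS library was above every control library. The value that moved most was that of limma on log2(FPKM + 1), a scale that understates low genes, at 0.18 (adjusted p = 0.0187). SRD5A1 and SRD5A3, the other reductases of the family, were counted far more often, at 40.8 ± 4.21 and 75.6 ± 1.83 CPM (SD, n = 3) in CFBS, and their log2 fold changes were -0.23 (adjusted p = 0.00997, 0.0700 without CFBS replicate 3 and 0.112 with all 9 libraries in one fit) and 0.40 (adjusted p = 5.34e-06). The wider list of steroid hormone enzymes had 26 tested genes, 15 higher and 11 lower in CFBS, with a median log2 fold change of 0.10 (edgeR's camera test with a preset correlation, adjusted p = 0.0377 over 8 lists). Unchanged groups and controls, both simulated from the mean of the control libraries, reached a median of at most 0.164 for this list. That test was chosen after seeing the data. The observed median of the list fell to 0.01 without control replicate 1 (adjusted p = 0.0766) and to 0.02 without CFBS replicate 1 (adjusted p = 0.0456). From the comparison of the media, the paper concludes that the cells without hormone had a greater capacity to make androgen, as compensation. The paper also measured steroid enzyme and drug resistance proteins in U87 cells after 96 h of CFBS, and testosterone in the medium of such cells. Those experiments were not analysed here, and mRNA counts do not test them.

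**Figure D1:**
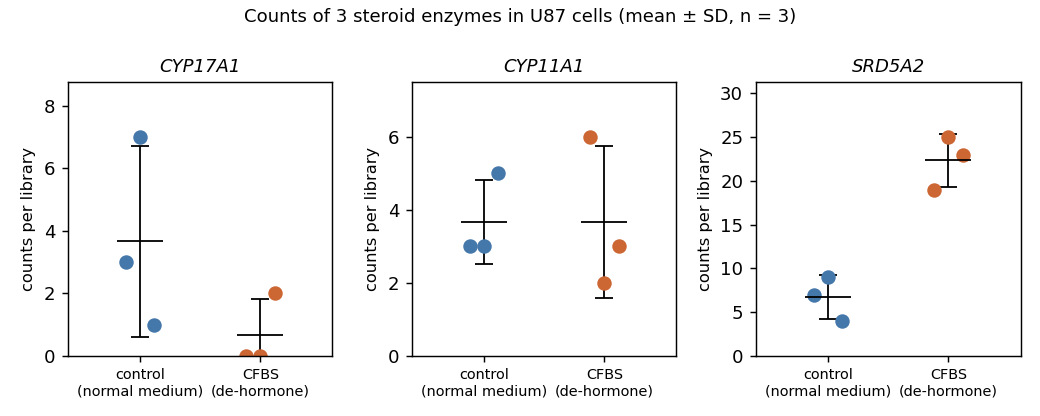
Counts per library of CYP17A1, CYP11A1 and SRD5A2 (y axis, counts) in the 3 control and 3 CFBS libraries (points), with the mean and SD of each group (bars). The CFBS libraries of SRD5A2, at 19 to 25 counts, sit above the control libraries, at 4 to 9, while the groups overlap for CYP17A1 and CYP11A1.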

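ABCB11, a bile salt transporter gene on chromosome 2 of GRCh38 (GENCODE 29, 168915498 to 169031324), had 4, 1 and 4 counts in the CFBS libraries and 0 counts in each control library. A count of 0 allows up to 3 counts, which CFBS replicate 2 did not pass and the other CFBS libraries passed by 1 count. Its 9 counts in all fall under the minimum of 10, so it was tested only where no filter was set (adjusted p = 0.0257) and where all 9 libraries were fitted together (adjusted p = 0.0662), and it was not called in limma on log2(FPKM + 1) with no filter (adjusted p = 0.166), the only other alternative in which it was tested. BIRC3, an inhibitor of apoptosis on chromosome 11 (102317450 to 102339403), was at 9.75 ± 1.24 CPM (SD, n = 3) in CFBS and 3.69 ± 0.421 CPM (SD, n = 3) in control. Its log2 fold change was 1.40 (standard error 0.15, adjusted p = 9.00e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FGF2, a growth factor gene on chromosome 4 (122826708 to 122898236), was at 324 ± 2.28 CPM (SD, n = 3) in CFBS and 149 ± 10.9 CPM (SD, n = 3) in control, with a log2 fold change of 1.12 (standard error 0.05, adjusted p = 6.00e-14). NRG1, which encodes a ligand of the ERBB receptors and lies on chromosome 8 (31639386 to 32767959), was at 116 ± 10.5 CPM (SD, n = 3) in CFBS and 51.9 ± 2.69 CPM (SD, n = 3) in control, with a log2 fold change of 1.16 (standard error 0.06, adjusted p = 1.61e-12). For BIRC3, FGF2 and NRG1, every CFBS library was above every control library, and each kept an adjusted p under 0.05 with any library left out. With a correction for gene length and GC content, chosen after seeing the data, the log2 fold changes of FGF2 and NRG1 were 0.80 and 0.98, under the 2-fold threshold, with adjusted p-values of 3.55e-13 and 5.05e-10. The lowest log2 fold change of BIRC3 over all alternatives was 0.82, also under that threshold. The highest adjusted p over all alternatives came from the fit of all 9 libraries, at 0.0254 for BIRC3, 0.00184 for FGF2 and 0.00317 for NRG1. The list of drug resistance genes had 35 tested members, 17 higher and 18 lower in CFBS, and the camera test called it higher (adjusted p = 0.000823) with a median of -0.00085. The list of 39 holds 6 genes of Fig. 3B, which the study shows for these same libraries. Without them, 12 of the 30 tested members were higher and 18 lower, with a median of -0.05.

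**Figure D2:**
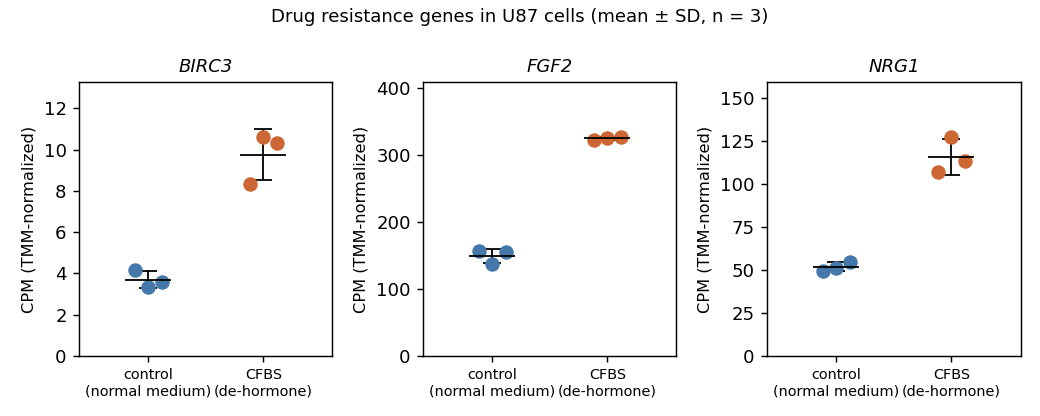
TMM-normalized CPM of BIRC3, FGF2 and NRG1 (y axis) in the 3 control and 3 CFBS libraries (points), with the mean and SD of each group (bars). The CFBS libraries sit above the control libraries for each gene, with means of 9.75 against 3.69 CPM for BIRC3, 324 against 149 CPM for FGF2 and 116 against 51.9 CPM for NRG1.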

**Fig. 3:**
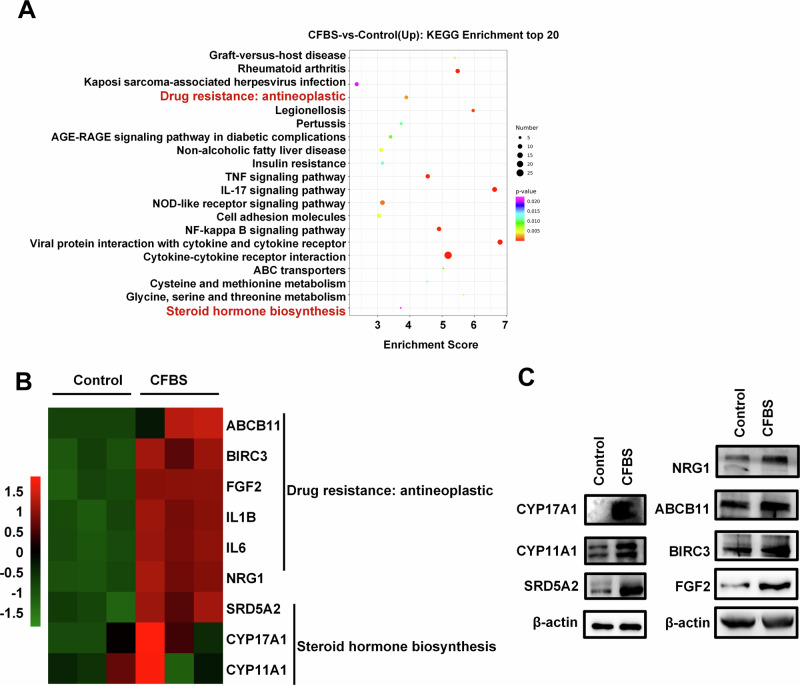
Effects of hormone deprivation on GBM cell. **A** KEGG enrichment analysis of differentially expressed genes after U87 cells underwent a 96-hour culture in de-hormone medium and normal medium (*n* = 3). **B** RNA-seq data between de-hormone medium and normal medium groups of U87 cells (*n* = 3). **C** Effects of CFBS treatment for 96 h on steroid enzyme and drug resistance protein in U87 cells (*n* = 3).

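Among the 13957 genes tested between CFBS and control, 468 passed the paper's threshold, 319 higher and 149 lower in CFBS. With adjusted p-values from edgeR's quasi-likelihood test, 372 genes passed, 272 higher and 100 lower. The alternative that moved these counts most, limma on log2(FPKM + 1) with no filter, gave 78 and 76 genes. By log2 fold change, the 5 genes that rose most among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups were PDE1A (4.18), OSCAR (3.51), SPRR2D (3.30), KLHDC7B (3.00) and CCL20 (2.79). The 5 that fell most were PADI1 (-2.00), RASD2 (-1.97), GTPBP6-2 (-1.66), TLE6 (-1.48) and ANGPTL4 (-1.44). Their adjusted p-values lay between 8.54e-15 for RASD2 and 0.00719 for GTPBP6-2. The value of GTPBP6-2 rests on control replicate 1, with 127 counts against 26 and 23 in the other control libraries. Its symbol marks a second copy of GTPBP6, with which it may share reads, and without control replicate 1 its log2 fold change was -0.34 (adjusted p = 0.449). Of the 9 genes in Fig. 3B, 8 were tested and 6 were higher in CFBS past an adjusted p of 0.05, both over all genes and adjusted over the list alone. With no filter on low counts, ABCB11 made it 7. The paper does not say how the genes were chosen. Its figure shows them for these same libraries, so the count over the list is not taken as independent evidence. Besides the genes named in the text, the heatmap shows IL6 and IL1B. IL6 (chromosome 7 of GRCh38 in GENCODE 29, 22725884 to 22732002) was at 114 ± 11.8 CPM (SD, n = 3) in CFBS and 23.2 ± 2.39 CPM (SD, n = 3) in control, a log2 fold change of 2.30 (standard error 0.08, adjusted p = 2.85e-16 from the edgeR test). IL1B (chromosome 2, 112829751 to 112836903) was at 923 ± 81.5 CPM (SD, n = 3) in CFBS and 317 ± 34.0 CPM (SD, n = 3) in control, a log2 fold change of 1.54 (standard error 0.07, adjusted p = 2.05e-14). The pathway enrichment itself was not repeated, since KEGG's gene sets were not used here. In its place, 8 lists of genes were tested with camera, of which 7 are reported. All 28 genes of the amino acid stress response list were higher in CFBS, with a median log2 fold change of 1.16 (adjusted p = 1.68e-97); SLC7A11 (2.73), TRIB3 (2.26) and ASNS (2.05) were among them. In the list of NF-kappa B targets and cytokines, which holds IL6, IL1B and BIRC3, 25 of 27 genes were higher, with a median of 0.72 (adjusted p = 1.14e-32). In the list of cholesterol synthesis and uptake, 18 of 24 genes were lower, with a median of -0.20 (adjusted p = 0.000108). The lists of cell division (adjusted p = 0.784) and interferon response (adjusted p = 0.966) were not called. Of the 5 lists called, those of amino acid stress, NF-kappa B, cholesterol and drug resistance were also called with an estimated correlation (adjusted p = 0.00417, 0.0233, 0.0277 and 0.0374), the steroid enzymes were not (adjusted p = 0.103), and all 5 were called by fry.

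**Figure D3:**
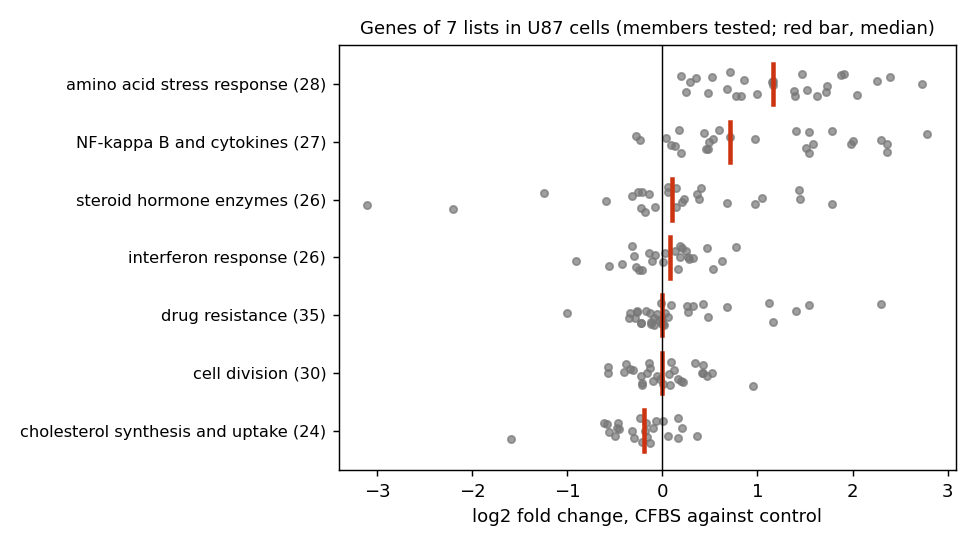
Log2 fold change between CFBS and control (x axis) of each tested gene (points) of 7 gene lists (rows, with the number of genes tested), with the median of each list (red bar). The 28 points of the amino acid stress list lie above 0, and the median of the cholesterol list lies at -0.20.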

### FOXO1 protein level modification promotes GBM progression

Since FOXO1 plays a role in regulating androgen synthesis, androgen receptor activity, and spermatogenesis [36, 37], we compared the mRNA and protein expression levels of FOXO1 in GBM and normal tissues. Surprisingly, compared to peritumoral tissue, the protein expression level of FOXO1 in tumor tissue was significantly elevated, while there was no significant difference in mRNA expression levels between the two groups (Fig. 4A~C). This suggests that FOXO1 may undergo protein modification. We further silenced FOXO1 using shRNA and found that inhibition of FOXO1 expression reduces the proliferation and invasion of U87 cells (Fig. 4D~F).

**Fig. 4:**
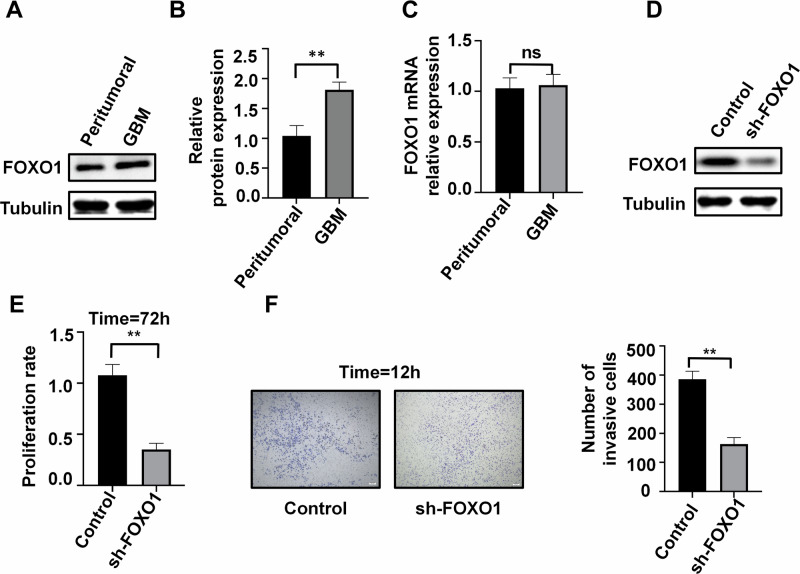
Effects of FOXO1 on GBM proliferation and invasion ability. **A, B** Protein expression of FOXO1 in tumor and peritumoral tissue of patients (*n* = 3). **C** mRNA expression of FOXO1 in tumor and peritumoral tissue of patients (*n* = 3). **D** Silencing of FOXO1 protein in U87 cells (*n* = 3). **E, F** Effects of FOXO1 silencing on cell proliferation (T = 72 h, E) and cell invasion (T = 12 h, F) in U87 cells (*n* = 3), scale bars=200μm. **P < 0.01.

### Sirt1 physically interacts with and acetylates FOXO1, down-regulates DHT synthesis in GBM cells

Based on analysis using the public GEPIA dataset (gepia2.cancer-pku.cn), which sources data from TCGA and GTEx, we found that Sirt1 is significantly downregulated in GBM tissue compared to normal tissue (Fig. 5A). Additionally, in our in-house clinical samples, we also found that the protein expression levels of Sirt1 in GBM tissue were lower than those in peritumoral tissue (Fig. 5B). The overexpression of Sirt1 reduces the protein level of FOXO1 (Fig. 5C), resulting in the inhibition of androgen production in U87 cells(Fig. 5D), consequently suppressing tumor cell proliferation and invasion (Fig. 5E & F).

**Fig. 5:**
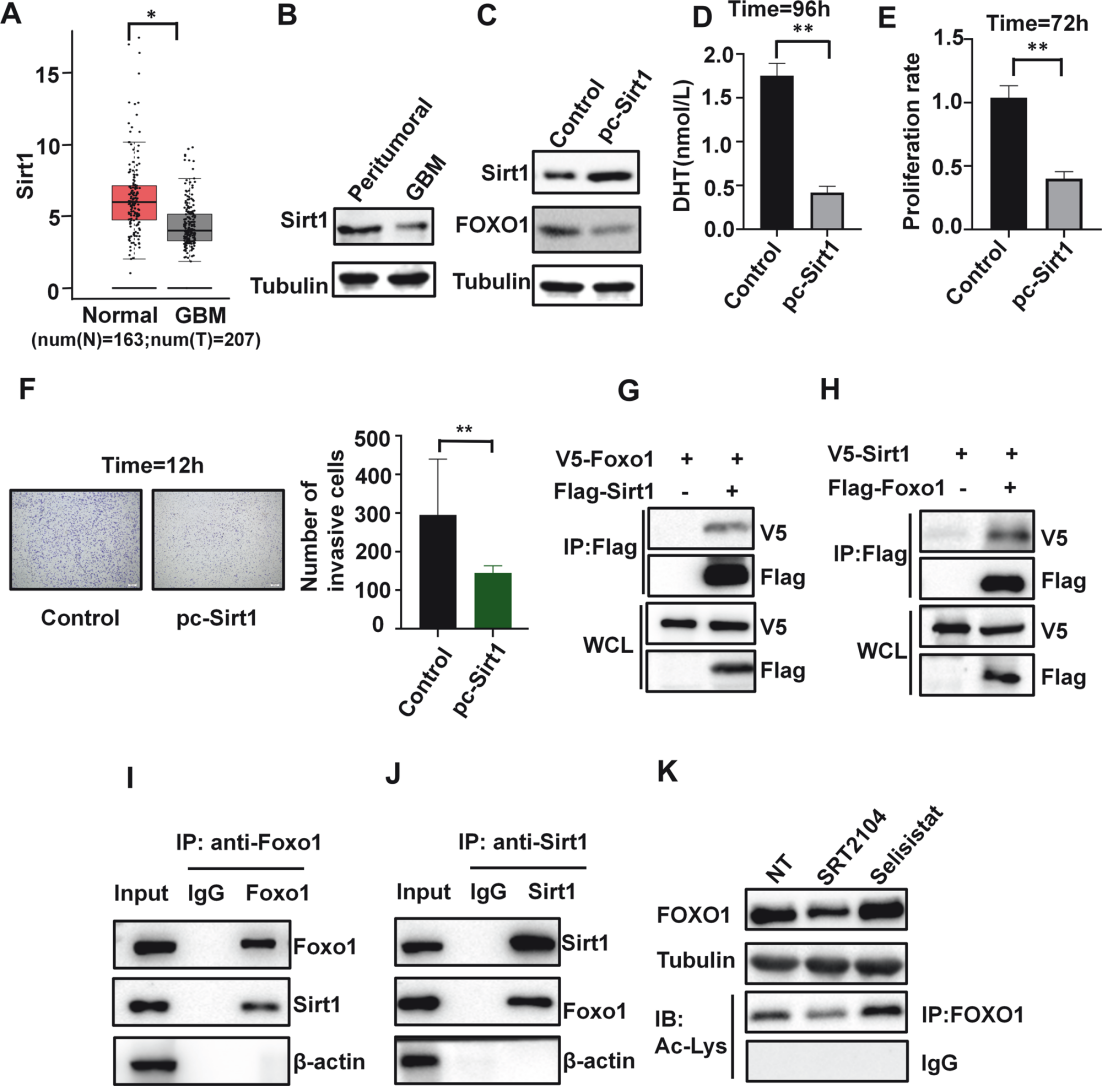
Sirt1 physically interacts with FOXO1 and regulates the FOXO1 acetylation. **A** Expression of Sirt1 in tumor and normal brain tissue in the TCGA database(num(N) = 163;num(T) = 207). **B** Protein expression of Sirt1 in tumor and peritumoral tissue (*n* = 3). **C** Western blotting showing FOXO1 protein in U87 cells transfected with control vector or pc-Sirt1 (*n* = 3). **D** Effects of Sirt1 overexpression on DHT synthesis in U87 cells(*n* = 3). **E** Effects of Sirt1 overexpression on cell proliferation (*n* = 3). **F** Effects of Sirt1 overexpression on cell invasion (*n* = 3), scale bars=200μm. **G, H** The 293 T cells were transfected with plasmids, and subsequently subjected to immunoprecipitation using an antibody targeting the Flag tag, then analyzed through immunoblotting using antibodies against both the Flag and V5 tags (*n* = 3). **I, J** To explore the inherent interaction between Sirt1 and FOXO1, protein extracts from U87 cells were immunoprecipitated using specific antibodies against FOXO1 (**I)** and Sirt1 (**J**), followed by analysis of the precipitated samples using immunoblotting (*n* = 3). **K** FOXO1 expression in the presence of Sirt1 activator SRT2104 or Sirt1 inhibitor Selisistat. FOXO1 proteins were deacetylated by Sirt1. The global acetylation level of FOXO1were detected by immunoprecipitation, by treating U87 cells with anti-Ac-Lys antibodies (*n* = 3). *P < 0.05, **P < 0.01.

To investigate the interaction between Sirt1 and FOXO1, we performed co-transfection of V5-tagged and FLAG-tagged plasmids in HEK293T cells. Co-immunoprecipitation (co-IP) experiments using an anti-FLAG antibody revealed a significant interaction between Sirt1 and FOXO1 (Fig. 5G & H). Additionally, the interaction between endogenous Sirt1 and FOXO1 was confirmed in U87 cells (Fig. 5I & J). It is worth noting that Sirt1 functions as an enzyme that deacetylates histone proteins and other substrates [38], therefore, it is necessary to verify whether Sirt1 regulates FOXO1 acetylation. Stimulated with the Sirt1-specific activator SRT2104 or the Sirt1-specific antagonist Selisistat in U87 cells, proteinomic and acetylomic analysis revealed that Sirt1 significantly reduced the acetylation level and protein expression of FOXO1 (Fig. 5K).

### Sirt1 overexpression suppresses tumor growth and reduces androgen levels in CSF

In animal experiments, comparing with the tumor group, the Sirt1 overexpression group showed the most pronounced efficacy in attenuating tumor progression, followed by the finasteride group and the control group (Fig. 6A~C). Notably, GBM patients with higher expression of Sirt1 had longer survival periods (Fig. 6D). Both Sirt1 overexpression and finasteride effectively reduced peripheral blood DHT levels in tumor-bearing mice(Fig. 6E). However, only Sirt1 overexpression significantly decreased DHT levels in the CSF of tumor-bearing mice(Fig. 6F). Additionally, both Sirt1 overexpression and finasteride reduced the levels of steroid enzyme in tumor tissue, with a more pronounced decrease observed in the Sirt1 overexpression group (Fig. 6G & H). The aforementioned results demonstrate that the overexpression of Sirt1 exerts a potent inhibitory effect on tumor cell secretion of androgens, thereby effectively delaying tumor progression.

**Fig. 6:**
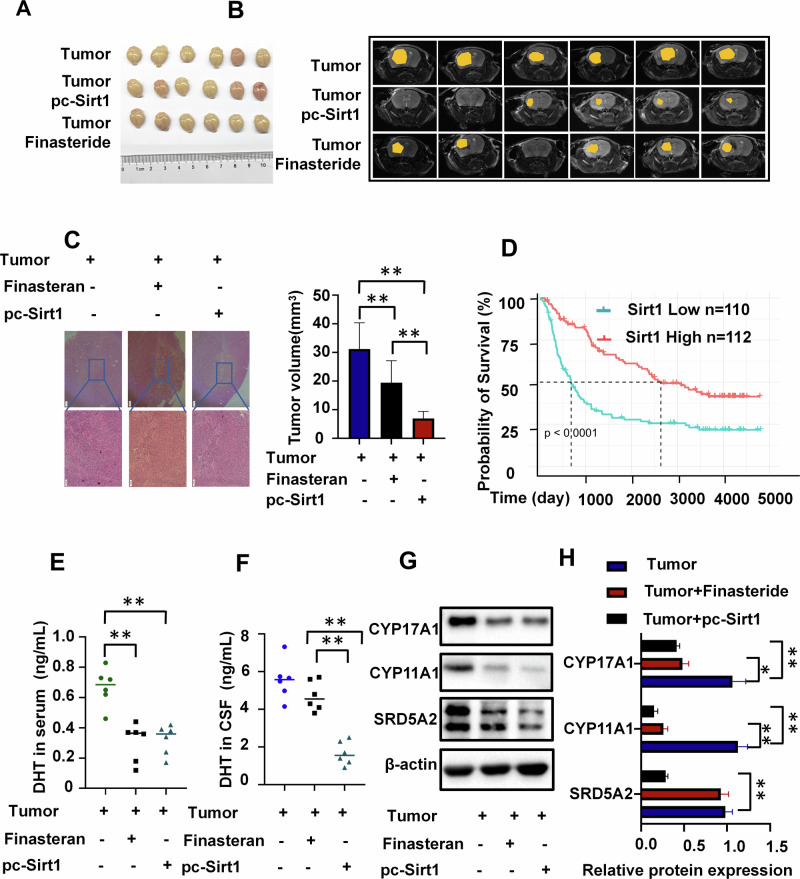
Effects of Sirt1 on DHT synthesis in GBM cells. **A** Animal tumor image (*n* = 6). **B, C** Tumor MRI of mice (**C**), H&E images and tumor volume of mice (*n* = 6), scale bars=200μm. **D** The Kaplan-Meier curve shows survival differences between GBM patients with high and low Sirt1 expression from Chinese Glioma Genome Atlas(CGGA) database(Sirt1 Low *n* = 110, Sirt1 High *n* = 112). **E, F** Testosterone levels in CSF and peripheral blood among three groups of mice: tumor control group, finasteride group, and Sirt1 overexpression group (*n* = 6). **G, H** Steroid enzyme levels in tumor cells among three groups of mice: tumor control group, finasteride group, and Sirt1 overexpression group (*n* = 3). *P < 0.05, **P < 0.01.

## Discussion

Patients with GBM often exhibit elevated androgen levels, which promote tumor progression, yet the origin of these heightened androgens remains unclear. Our study uncovers that GBM cells themselves are a significant source of heightened androgen levels in both the CSF and peripheral blood of GBM patients. This self-secretion of androgen is attributed to the decreased expression of Sirt1 in GBM cells, which impairs its deacetylation of the transcription factor FOXO1. As a result, the increased transcriptional activity of FOXO1 induces the upregulation of steroid enzymes, consequently facilitating androgen production. Our findings provide crucial insights into the pathogenesis of GBM and highlight potential therapeutic targets for treatment.

Epidemiological studies have indicated a male predominance among glioma patients, with males exhibiting higher tumor progression rates compared to females [4, 6, 9, 39]. Elevated androgen levels have been linked to glioma progression and the development of drug resistance in GBM cells [40, 41]. Furthermore, glioma tissues often display heightened expression of the AR [9, 10]. Our research reveals a significant increase in testosterone levels in the CSF and peripheral blood of GBM patients. Additionally, as the pathological grade of glioma escalates, there is a corresponding elevation in androgen levels and their receptors, leading to a substantially reduced survival period. These findings underscore a positive role of androgen in GBM development, a notion supported by our in vitro experiments.

Recent research has explored reducing androgen levels to inhibit GBM progression and improve patient prognosis. Approaches include inhibiting the androgen receptor (AR) and using 5α-reductase inhibitors. However, AR mutations occur in over 30% of GBM cases, limiting the effectiveness AR-targeted therapies [42], 5α-reductase inhibitors can lower systemic dihydrotestosterone levels but may have adverse effects and may not effectively reduce androgen in CSF [43–45]. Our study shows short-term GBM progression inhibition by reducing exogenous androgen levels. However, prolonged reduction leads to upregulated steroid enzyme levels in GBM cells, causing fluctuating androgen levels and drug-resistance gene expression. Castration fails to reduce cerebrospinal fluid androgen levels and tumor progression in animal experiments, highlighting the need to identify the source of androgen within the brain in GBM patients.

Besides testicular interstitial cells, neurons and neuroglial cells can synthesize and express androgen, along with steroid enzymes such as P450c17, 3β-HSD, 17β-HSD, and P450 aromatase [46]. However, their expression patterns and activities differ in neurons and glial cells [47]. Our research revealed that GBM patients have higher testosterone levels in their CSF compared to peripheral blood, contrary to healthy individuals. Both GBM tissues and cells show a significant increase in steroid enzymes. After surgical resection of the tumor lesion, testosterone levels in the serum of glioma patients gradually decrease [7]. Interestingly, cholesterol, a precursor of androgen, is significantly increased in the cerebrospinal fluid of GBM patients, suggesting enhanced androgen synthesis capability in GBM cells. Our de-hormone culture of GBM cells has shown that U87 cells can synthesize androgen. Castration does not effectively reduce testosterone levels in the tumor group, indicating that the tumor is the primary factor influencing testosterone levels. Additionally, castration does not impact the level of androgen synthesis enzymes in GBM cells, while carcinogenesis upregulates their expression. Thus, tumor cells may the main source of high androgen levels in GBM patients.

The expression levels of Sirt1 in GBM have been debated, but its crucial role in various cancers is widely acknowledged [48–52]. In our study, high Sirt1 expression correlated with improved survival among GBM patients, suggesting its role as a tumor suppressor gene. Overexpression of Sirt1 suppressed androgen secretion in tumor cells and inhibited tumor progression. Sirt1 deacetylates both histone and non-histone proteins and is implicated in cancers [53]. FOXO1, involved in the development of various cancers, including hormone-dependent ones, influences androgen synthesis and regulates androgen receptor activity [54, 55]. We observed high FOXO1 protein expression in GBM, possibly due to post-translational modifications. Sirt1 overexpression effectively suppressed FOXO1 expression and reduced androgen secretion. In animal study, Sirt1 overexpression downregulated enzymes involved in androgen synthesis, exerting a significant anti-tumor effect.

## Conclusions

In summary, our research findings indicate that elevated androgen levels in the brains of GBM patients may originate from tumor cells through self-secretion. Additionally, our study suggests that Sirt1 acts as a tumor suppressor by promoting the deacetylation of FOXO1. By inhibiting the androgen synthesis process in tumor cells, this results in a decrease in androgen self-secretion, ultimately leading to tumor progression suppression. This study offers a comprehensive understanding of the pivotal role of Sirt1 in androgen self-secretion in GBM cells and underscores the potential of targeting Sirt1 as a therapeutic approach to inhibit androgen synthesis in GBM.

## Supplementary information

supplementary materials

## Data Availability

All scRNA-seq datasets are available online through the Gene Expression Omnibus (GEO) database https://www.ncbi.nlm.nih.gov/geo under the accession number GSE275600.

# Supplementary material for: Suppression of FOXO1 activity by SIRT1-mediated deacetylation weakening the intratumoral androgen autocrine function in glioblastoma
**Source:** Cancer Gene Ther. 2025 Mar 12;32(3):343–54. doi: 10.1038/s41417-025-00880-1
**Supplement:** Supplementary file 1 — supplementary materials

## Supplementary Tables

**Table S1. Antibodies**

| Antibody       | Source                    | Identifier |
|----------------|---------------------------|------------|
| AR             | Cell Signaling Technology | 5153S      |
| $\beta$ -actin | Servicebio                | GB12001    |
| CYP11A1        | Cell Signaling Technology | 12491      |
| CYP17A1        | Santa Cruz Biotechnology  | sc-46081   |
| GAPDH          | Cell Signaling            | 2118       |
| $\beta$ -actin | Cell Signaling Technology | 4967       |
| SRD5A2         | ABCAM                     | ab101896   |
| NRG1           | Santa                     | SC348      |
| ABCB11         | Sigma                     | MABS1193   |
| BIRC3          | Sigma                     | SAB1409216 |
| FGF2           | Sigma                     | SAB5700986 |
| FOXO1          | Sigma                     | SAB3500507 |
| Tubulin        | thermofisher              | DM1A       |
| Sirt1          | Sigma                     | SAB5700048 |

## Supplementary Figures

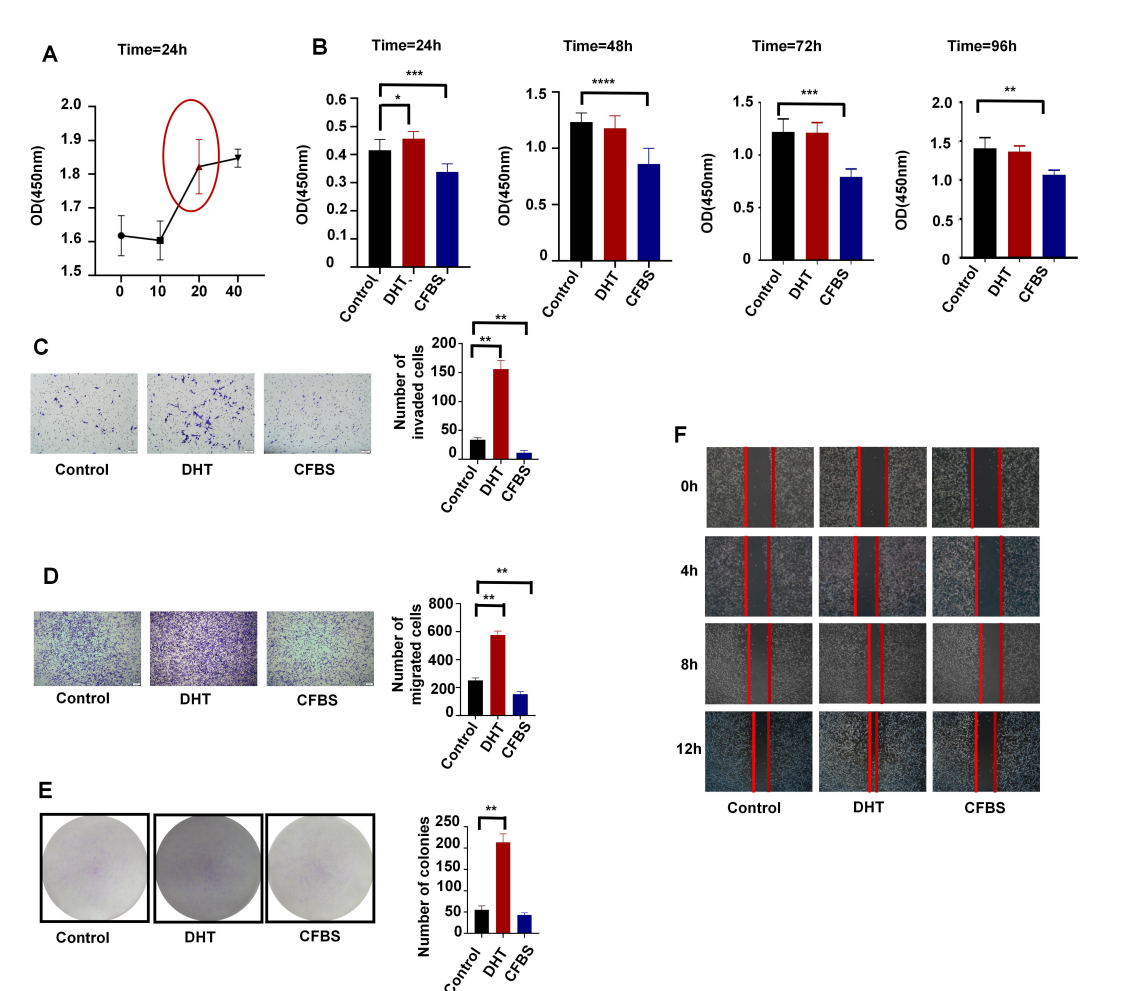

**Figure S1 High levels of androgen promote the proliferation, invasion, migration of U87 cells.** (A) The OD450 values of U87 cell cells treated with different concentrations of DHT for 24 hours. (B) The effects of DHT and CFBS on U87 cell viability at 24, 48, 72, and 96 h. (C) The effects of DHT and CFBS treatment on cell migration. (D) The effects of DHT and CFBS treatment for 12h on cell invasion. (E) The effects of DHT and CFBS treatment for 7 days on cell colony formation. (F) The effects of DHT and CFBS treatment on cell migration by wound healing assay. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

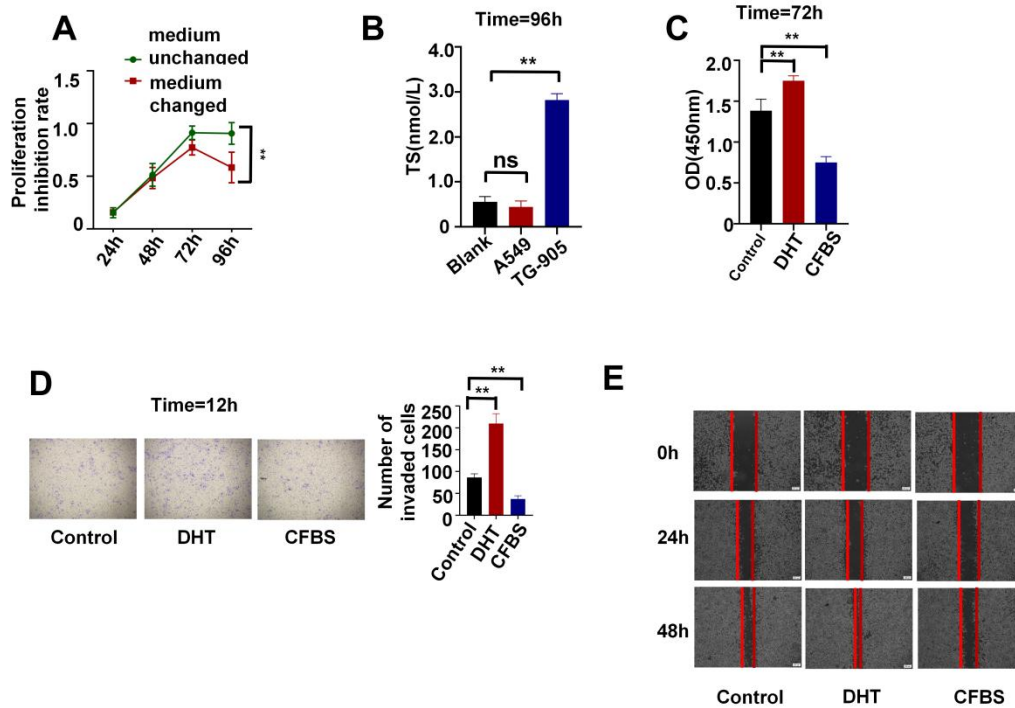

**Figure 2S High levels of androgen promote the proliferation, invasion, migration of GBM (TG-905) cells.** (A) Proliferation inhibition curve of TG-905 cells under charcoal-stripped fetal bovine serum(CFBS) culture (24h medium change vs continuous medium retention , n=3). (B) Androgen concentration in a blank control medium , the culture medium of A549(negative control) and TG-905 cells cultured for 96h without androgen (continuous medium retention, n=3). (C) The OD450 values of TG-905 cell cells treated with different concentrations of DHT for 72 hours. (D) The effects of DHT and CFBS treatment for 12h on cell invasion(n=3). (E) The effects of DHT and CFBS treatment on cell migration by wound healing assay(n=3), scale bars=200μm. \*\*P < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

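RNA was sequenced by the authors in 3 groups of 3 libraries each, which the sample labels and the paper's results give as cells of the glioblastoma line U87 and its sequencing methods as tumor tissue; they are taken as U87 cells. The groups are control (normal medium), CFBS (charcoal-stripped serum, the paper's de-hormone medium) and DHT (20 μmol/L of added dihydrotestosterone). Conditions and replicate numbers were taken from the sample labels. The paper gives a culture time of 96 h for control and CFBS, the labels give 72 h for all groups, and the paper's text gives no time for DHT libraries, which its RNA-seq results do not report.

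The authors deposited a table of raw counts, which the methods say were determined by HTSeq-count from 150 bp paired-end reads, and a table of FPKM values. The aligner, the genome build, the annotation and the strand setting are not named in the paper's text. Both tables list 16491 genes by symbol. Each deposited FPKM is the gene's count divided by a gene length and by the library's total count: the implied length was the same in every library, up to rounding, for all 16491 genes. Every gene had at least 1 count in some library, 2212 genes had fewer than 10 counts over the 9 libraries, and no row lacked a gene name. A symbol in GENCODE 29 (GRCh38) was found for 16045 genes, of which 16022 were protein-coding. Positions come from that annotation and were not part of the authors' tables. Genes with a near-identical copy could have had their reads split or dropped by the counting, and overlapping genes on opposite strands likewise.

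Total counts lay between 17496632 and 20495843, with a median of 18547363. At this depth 3 counts, the upper limit that a count of 0 allows, correspond to 0.152 CPM over the control libraries and 0.164 CPM over the CFBS libraries, and genes with a few counts, such as ABCB11, CYP17A1 and CYP11A1, have no measurable difference unless it is large. These limits cover counting error only. The share of counts in the 10 most abundant genes was between 5.24% and 6.78%.

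Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest), fitting only the libraries of the groups compared and the genes with at least 10 counts over them. Genes were counted past the paper's threshold (p under 0.05, taken as unadjusted, and fold change over 2 or under 0.5). They were also counted past a Benjamini-Hochberg adjusted p of 0.05 with the same fold. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The 8 gene lists were tested with edgeR's camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 8 lists. The 7 reported are steroid hormone enzymes, drug resistance, cholesterol synthesis and uptake, NF-kappa B and cytokines, cell division, amino acid stress response and interferon response. Some members of the lists were not analysed here: 30 of the 36 steroid enzymes and 28 of the 30 NF-kappa B genes had a row. The samples, the comparisons, the lists, the rule for naming genes and the alternatives were fixed before the data were examined, except where the text says that an alternative was chosen after seeing the data. The genes named are the 9 of Fig. 3B; SIRT1 and FOXO1; in each comparison against control the 5 that rose most and the 5 that fell most among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups (none in DHT, where no gene passed); and members of the lists where their list is discussed.

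The alternatives were DESeq2's size factors or total counts in place of TMM, DESeq2 (1.42.0) in place of edgeR, filterByExpr or no filter, all 9 libraries in one fit, the replicate number as a block, each library left out in turn, and limma (3.58.1) on log2(FPKM + 1), with a mean FPKM of at least 0.1 or no filter, and on log2(FPKM + 0.1). For the lists they were an estimated correlation and fry. A correction for gene length and GC content, a loess trend (span 0.5) per library used as an offset, was added after seeing that libraries differed in the mean length of the counted genes; 97.3% of genes had a GC value. The edgeR step was tested on simulated counts with 200 changed genes among 13729 tested. It recovered 200 with 3 false calls, and DESeq2 recovered 199. The changed genes had a control mean of at least 1 CPM and changes well past 2-fold. This recovery therefore does not cover lower genes or changes near 2-fold. In a simulation with 13754 genes tested, camera and fry both called the shifted list of 30 genes, and each also called 1 list that had not been shifted, which shares genes with it. The colours of Fig. 3B were read from the picture with Pillow (12.0.0) at positions picked by hand, and turned into values by its colour bar. Figures were drawn with matplotlib. The KEGG enrichment of Fig. 3A was not repeated, and no other experiment of the paper was analysed here.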

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

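The tests of gene length and GC content, of shared control libraries and of other splits in this part were chosen only after the results were seen. Leaving out each library in turn was fixed beforehand, but its use as a test of single libraries was chosen afterwards. The gene list tests between CFBS and DHT were also added after seeing the data. What drew attention to the DHT results is that they come from libraries the paper's RNA-seq results do not report, and to the comparison of CFBS with DHT that the 2 treatments differed in a direct test.

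Between DHT and control, 207 of 13881 genes passed the paper's threshold, 146 higher and 61 lower in DHT. By this threshold the excess of higher genes was lost without single libraries. There were 81 higher and 86 lower without DHT replicate 2, and 98 higher and 96 lower without control replicate 2. It stayed with any other library left out and with filterByExpr (105 higher and 18 lower). No gene passed an adjusted p of 0.05 with the same fold, and 944 genes had an unadjusted p under 0.05. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the paper's threshold, the real one, and the others gave 58 to 165. For the adjusted p, 10 of the 10 splits gave as many, since the count was 0. A share under 0.1 is not possible with 3 libraries against 3, so chance cannot be told apart from an effect of DHT on this count alone. After the trend with gene length and GC content was removed from each library, 219 genes passed the paper's threshold, and 191 of the 207 were among them, which argues against that trend as the whole source. The DHT libraries differ among themselves. Without DHT replicate 1, 29 genes passed the adjusted p, all higher in DHT, and without DHT replicate 3, 0 genes. Without DHT replicate 2, 30 genes passed it, 27 higher and 3 lower.

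The list of amino acid stress response genes was higher in DHT than in control, with a median log2 fold change of 0.79 and 27 of 28 genes higher (camera, adjusted p = 1.72e-53), and so was the list of NF-kappa B targets and cytokines, with a median of 0.73 and 25 of 27 genes higher (adjusted p = 6.33e-41). In both lists the mean of the members was higher in 3 of 3 DHT libraries than in every control library, with DHT replicate 1 the nearest to control. With a correlation estimated per list, the adjusted p was 0.0576 for both, and with fry it was 0.0327 for both. For each list 1 of the 10 splits, the real one, gave an adjusted p as small, the lowest share possible. The medians were 0.746 and 0.752 after the length and GC trend was removed, which argues against that trend. They were 0.722 and 0.785 without DHT replicate 2, which argues against that library as the source. In 100 simulations, unchanged groups and their shared controls were all drawn anew from the mean of the control libraries, each gene on its own. The medians reached at most 0.12 and 0.162, which argues against chance values of the controls that counting noise and gene-wise spread give. The draws held no correlation between genes and no length or GC trend, so they do not cover these. The medians on total counts, without TMM, were 0.74 and 0.69. The same lists rose in CFBS, and the NF-kappa B list did not differ between CFBS and DHT (median -0.077, adjusted p = 0.529). A difference in how the control cultures were handled would shift both treated groups alike, and it cannot be told apart from an effect of both treatments, because each condition was compared with the same 3 control libraries and no other control was analysed. A response of the cells to both media therefore stays a hypothesis.

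The list of cell division genes was lower in DHT, with a median log2 fold change of -0.14 and 22 of 30 genes lower (camera, adjusted p = 0.000627, 0.112 with an estimated correlation and 0.0327 with fry). After the length and GC trend was removed, the median was -0.0954 (adjusted p = 3.28e-06), which argues against that trend as the whole source. The list of cholesterol synthesis and uptake was higher in DHT, with a median of 0.11 and 17 of 24 genes higher (adjusted p = 0.0406). It was not called with an estimated correlation (0.123) or fry (0.0642), nor without DHT replicate 1 (0.141) or control replicate 1 (0.114), and without DHT replicate 2 its median was 0.07. After the trend was removed the list was still called (adjusted p = 0.00847, 20 of 24 genes higher), with a median of 0.0765. That call argues against the trend as the whole source. Unchanged groups reached a median of 0.0815 in the simulations, which measure chance and not a bias by length or GC. The corrected median lies under this value, which is the largest of the 100 simulations and was computed without the correction. That alone does not decide whether the size of the corrected median is beyond chance. For both lists 1 of the 10 splits gave an adjusted p as small. The sample labels name fetal bovine serum for both the DHT and the control cells, and 72 h for all groups. The paper gives 96 h for the controls and no time for the DHT libraries, so a difference in culture time stays open. Whether the media differed in more than the added DHT was not tested.

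Between CFBS and DHT, the list of cholesterol synthesis and uptake was lower in CFBS, with a median log2 fold change of -0.39 and 18 of 24 genes lower (camera, adjusted p = 0.000116, 0.0702 with an estimated correlation and 0.00836 with fry). Against control it was lower in CFBS and higher in DHT. Of the 10 splits, 1 gave an adjusted p as small. The median was -0.284 after the length and GC trend was removed and -0.25 without DHT replicate 2. The first value argues against the trend as the whole source. The list of amino acid stress response genes was higher in CFBS than in DHT, with a median of 0.29 and 18 of 28 genes higher (adjusted p = 0.00296), and its median was 0.315 after the trend was removed. The mean of the list was lower in every DHT library than in every CFBS library, with DHT replicate 1 the lowest. Without DHT replicate 1 the median was 0.06 (adjusted p = 0.301), and without DHT replicate 2 it was 0.33, with 26 of 28 genes higher (adjusted p = 1.76e-07). The adjusted p was 4.99e-07 with the length and GC correction, with 24 of 28 genes higher, and 0.000349 with the replicate block. Of the 10 splits of the 6 libraries, 7 gave an adjusted p as small, so the list varies among these libraries in ways that the treatment does not account for. The adjusted p was 0.760 with an estimated correlation and 0.184 with fry. The other 5 lists reported had adjusted p-values from 0.144 to 0.590. Of these, the steroid hormone enzymes were called higher in CFBS without DHT replicate 2 (0.00166, median 0.10) and with the length and GC correction (0.0390), though their median was -0.06 with all libraries. Cell division was called higher in CFBS without DHT replicate 2 (0.00369), with the correction (0.0130) and with block and correction (0.00920).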

How the results depend on the processing

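By adjusted p over all genes, 6 genes of Fig. 3B were called higher in CFBS, and 6 under every alternative with 1 exception, the fit with no filter on low counts, which called 7. Adjusted over the list alone, the fit of all 9 libraries also called 7. By the paper's threshold the 6 became 7 in both these fits, 4 with the length and GC correction, with or without the block, 4 in limma on log2(FPKM + 1), filtered or not, and 5 on log2(FPKM + 0.1). IL6, IL1B, FGF2, NRG1, BIRC3 and SRD5A2 each kept their direction and an adjusted p under 0.05 in all 18 alternatives. CYP17A1 was lower in CFBS in all 14 alternatives that tested it, with adjusted p-values from 0.0535 to 0.305 where one was given. It gave no value with filterByExpr, with a minimum FPKM or without control replicate 2.

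For CFBS against control, 468 genes past the paper's threshold became 297 with filterByExpr, which tests fewer low genes, 80 with limma on log2(FPKM + 1), 238 on log2(FPKM + 0.1) and 78 on log2(FPKM + 1) with no filter. The 372 genes past the adjusted p became 78, 226 and 76 in the same limma fits and 227 with all 9 libraries in one fit, 223 of them among the 372. For DHT against control, 207 became 123 with filterByExpr and 18, 88 and 18 in the limma fits. A pseudocount shrinks the fold of low genes; the other causes were not tested. The 0 genes past the adjusted p in DHT became 29 with all 9 libraries, 40 with DESeq2 and 23 with the length and GC correction, chosen after seeing the data, and 0 to 30 genes with a library left out. For CFBS against DHT, 128 genes became 213 with all 9 libraries and 37 and 32 with limma on log2(FPKM + 1), filtered and not. With a library left out they were 12 to 367: 12, 13 and 13 without CFBS replicates 1, 2 and 3, 30 without DHT replicate 1, 196 without DHT replicate 2 and 367 without DHT replicate 3. The cause was not tested.

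Whether the replicate numbers pair the libraries stays open. The correlation of the deviations of same-numbered libraries from their group means was between -0.0495 and 0.308 and over 0.1 in only some pairs. Libraries with different numbers were not compared in this way, so these values have no baseline. With the replicate block, 449 and 367 genes passed for CFBS against control, 205 and 13 for DHT against control and 200 for CFBS against DHT. With the block and the length and GC correction together, 35 genes passed the adjusted p for DHT. The drug resistance list in DHT was called with the block (adjusted p = 0.0226) and with both (0.00129).

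Among the lists in CFBS, the steroid enzymes were not called on total counts (0.0517) or with an estimated correlation (0.103), and ranged from 0.0133 to 0.0766 with a library left out. The direction of uncalled lists changed: interferon response on total counts (0.931) and with filterByExpr (0.958), and with a library left out interferon response (0.865 to 0.981) and cell division (0.612 to 0.981). In DHT, an estimated correlation left NF-kappa B (0.0576), amino acid stress (0.0576), cell division (0.112) and cholesterol (0.123) uncalled, fry left cholesterol uncalled (0.0642) and called interferon response (0.0327). The direction of the steroid enzymes changed on total counts (0.880) and with filterByExpr (0.939). With a library left out, the adjusted p ranged from 0.159 to 0.934 for steroid enzymes, 0.0046 to 0.533 for drug resistance and 0.0213 to 0.141 for cholesterol. NF-kappa B between CFBS and DHT ranged from 0.131 to 0.606 and changed direction. The causes were not tested.

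The correlation of the CFBS and DHT effects, 0.303, was 0.219 with filterByExpr and 0.154 to 0.461 with a control or DHT library left out; leaving out the DHT libraries was chosen after seeing the data, and no CFBS library was left out for this value. Small effects changed sign: with a library left out, CYP11A1 in CFBS (-0.47 to 0.38), SIRT1 in DHT (-0.25 to 0.13), and between CFBS and DHT IL1B (-0.36 to 0.063) and NRG1 (-0.23 to 0.21). SIRT1 in DHT was 0.047 with the length and GC correction and 0.042 with block and correction. NRG1 between CFBS and DHT was 0.049 on total counts, 0.0038 with the block, 0.080 in limma on log2(FPKM + 1), 0.094 on log2(FPKM + 0.1) and 0.080 on log2(FPKM + 1) with no filter. Of the values of the single genes and of the lists between CFBS and DHT under alternatives, 572 kept direction and side of the threshold, 18 were weaker, 31 stronger and 16 reversed.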

Differences from the paper's values

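The difference of the row z-scores between CFBS and control for CYP17A1 is about 1.1 in Fig. 3B, read from its colours in the picture and marked here as the paper's, and -1.13 in the deposited FPKM on the log2(FPKM + 1) scale. On log2(FPKM + 0.1), the only alternative set before the data were examined that applies to this measure, it was -1.17 and did not close the gap.

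From its RNA sequencing, the paper states that CYP17A1 and CYP11A1 were upregulated in de-hormone medium. It also measured steroid enzyme and drug resistance proteins in U87 cells, which the mRNA counts do not test. In the counts CYP17A1 was lower in CFBS (log2 fold change -2.20, adjusted p = 0.133), and it was lower in every alternative that tested it. Without CFBS replicate 3 and without control replicate 3 it passed the paper's threshold as lower (unadjusted p = 0.0214 and 0.0254). CYP11A1 had a log2 fold change of 0.06 (adjusted p = 0.954) and was called in none of the alternatives. The paper states that ABCB11 was upregulated. ABCB11 was under the count minimum here and had 9 counts in CFBS and 0 in control. With no filter on low counts it was called (unadjusted p = 0.00939, adjusted p = 0.0257), and with all 9 libraries in one fit it passed the paper's threshold (unadjusted p = 0.0099) but not the adjusted p (0.0662).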

Other observations

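The tests of hypotheses in this part were chosen only after the results were seen.

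The row of CYP17A1 in Fig. 3B goes against the deposited values. The other 8 rows of the heatmap match the deposited FPKM on the log2(FPKM + 1) scale with the groups as named, each within 0.014 of a row z-score for every library, once the order of libraries within a group is left free. Of 3 scales tried (log2(FPKM + 1), log2(FPKM + 0.1) and FPKM not logged) this one matched best, and a deviation under 0.1 was taken as a match; both were chosen after seeing the values. This argues against an exchange of CFBS and control for all genes in the deposited tables. The row of CYP17A1 departs by up to 1.7 with the groups as named and by at most 0.033 with the groups exchanged. A candidate explanation is therefore that the groups are exchanged in this row alone, either in the figure or in the deposited values. Counts and FPKM gave the same implied gene length in every library for all 16491 genes. This argues against an exchange in the FPKM values alone, so the counts would have to be exchanged as well. Between the figure and such an exchange, the deposited values cannot tell. The counts of CYP17A1 are 0, 0 and 2 in the libraries named CFBS and 3, 7 and 1 in those named control. With either naming the groups overlap.

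For CFBS against control, 1 of the 10 splits of the 6 libraries gave as many genes past the paper's threshold, and 1 of 10 as many past the adjusted p, the real split in both; the other splits gave at most 102 and 0. For CFBS against DHT 1 of 10 gave as many as 128 genes past the adjusted p. The 5 lists called in CFBS against control had 1 of 10 splits with an adjusted p as small. The effect of CFBS follows gene length and GC content across genes (Spearman correlation 0.275 with length and -0.609 with GC over 11110 genes, which are not independent replicates). Control replicates 1 and 2 also differ from the other control libraries along GC, in opposite directions (-0.54 and 0.557). After the trend was removed from each library, 303 genes passed the adjusted p, and 265 of the 372 were among them, which argues against the trend as the whole source of the calls; that it contributes to part of them stays open.

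DHT replicate 2 stands apart from the other DHT libraries. Its log2 ratios to them rise with GC content (Spearman 0.712) and fall with gene length (-0.5), with a median of 0.292 in the lowest quartile of gene length and -0.346 in the highest quartile, and the mean gene length of its counted reads was 3681 bases against 3989 to 4210 in the other libraries. The trend takes up 56.7% of the variance of these ratios, against 2.62% to 23.5% in DHT replicate 1 and the control and CFBS libraries; DHT replicate 3, whose ratios are set against replicate 2, has 52.9%. This is consistent with a technical difference in library preparation or RNA integrity, neither of which was measured, and the DHT comparisons are less certain for it.

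The effects of CFBS and DHT against control correlated across 14279 genes with r = 0.303. Unchanged groups and shared controls, all simulated from the mean of the control libraries, gave a mean of 0.491 (0.469 to 0.528 in 100 simulations). The observed value lies below this, so it is no sign of a shared response. It cannot argue against one either, since the simulated groups held no changed genes and no length or GC trend. The real trends with GC ran in opposite directions (Spearman correlation -0.609 for CFBS and 0.474 for DHT, each against control). The observed correlation was 0.461 without DHT replicate 2 and 0.154 without DHT replicate 3.

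IL1B, IL6 and NRG1, which rose in CFBS, were also higher in every DHT library than in every control library, with log2 fold changes of 1.70, 1.72 and 1.19. Over all genes tested their adjusted p-values were 0.129, 0.151 and 0.180 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the tested genes of Fig. 3B alone, they were 0.000209, 0.000566 and 0.000772, and the other tested genes of that list were not past 0.05. The list comes from the paper's figure of CFBS against the same control libraries. The adjusted p over all genes was under 0.05 in 7 of 18 alternatives for each of them. With a library left out it ranged up to 0.950 for each, and without DHT replicate 2 it was 1.38e-05, 0.000558 and 0.00111. Between CFBS and DHT none of them differed past an adjusted p of 0.05 (IL1B -0.17, adjusted p = 0.550; IL6 0.57, adjusted p = 0.131; NRG1 -0.03, adjusted p = 0.913), though IL6 did in 3 of 18 alternatives, with an adjusted p of 0.00219 without DHT replicate 2. FGF2 was higher in CFBS than in DHT (0.82, adjusted p = 0.0409), and this call was lost in 7 of 18 alternatives. BIRC3 (0.72, adjusted p = 0.184) and SRD5A2 (0.88, adjusted p = 0.112) were not past the threshold, though BIRC3 was with the replicate block (0.0487) and without DHT replicate 3 (0.0134).

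SIRT1 mRNA, whose protein the paper studies in other samples, was at 30.9 ± 1.34 CPM (SD, n = 3) in CFBS and 21.6 ± 3.08 CPM (SD, n = 3) in control, a log2 fold change of 0.52 (standard error 0.09, adjusted p = 3.31e-05 from edgeR's test). It was 0.32 (adjusted p = 0.0019) with the length and GC correction, and with all 9 libraries in one fit its adjusted p was 0.0616. FOXO1 had a log2 fold change of 0.16 (adjusted p = 0.586).

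Since charcoal also removes lipids from serum, a hypothesis was that the genes of cholesterol synthesis and uptake rise in CFBS. Only 6 of the 24 genes were higher and 18 were lower (median -0.20, camera adjusted p = 0.000108), and 3 of 3 CFBS libraries had a lower mean of the list than every control library, which argues against it. For the other lists in DHT, the adjusted p was 0.887 for steroid hormone enzymes, 0.139 for drug resistance and 0.216 for interferon response.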
